# A 3′ UTR polymorphism g.1618 G > A in the *MAFA* gene modulates miR-3678-3p binding and enhances meat production in sheep via the MAFA/GHR/JAK2 pathway

**DOI:** 10.1186/s12711-025-01024-7

**Published:** 2025-12-22

**Authors:** Cuiyu Lai, Dandan Tan, Xuewen Han, Yu Fu, Jinlin Chen, Xiaofan Yang, Xuesong Shan, Yang Chen, Huaizhi Jiang

## Abstract

**Background:**

MAFA (musculoaponeurotic fibrosarcoma oncogene Family A) is a specific transcriptional activator of the insulin gene (*INS*), playing a critical role in regulating insulin secretion and thereby indirectly influencing growth and development in animals. Previously, MAFA’s role in meat production remained speculative, despite its known function in endocrine regulation. However, our recent publication provides direct evidence linking MAFA to muscular phenotypes in sheep. These findings support a direct role for MAFA in muscle growth, complementing its canonical role in insulin-mediated growth regulation. To further investigate this proposition, we conducted genotype–phenotype association analyses to assess the potential impact of *MAFA* polymorphisms on meat production performance in sheep. In parallel, we employed a combination of dual-luciferase reporter assays, transcriptome profiling, and ChIP-PCR to dissect the underlying molecular mechanisms. These findings were further validated in ovine myoblasts.

**Results:**

We found that the g.1618 G/A polymorphism in the 3' UTR of the *MAFA* gene is associated with meat production in sheep. Individuals with the GG genotype exhibited a 36.9% higher proportion of *longissimus dorsi* muscle mass compared to those with the AA genotype. Further analysis, including binding site prediction and dual-luciferase reporter assays, revealed that this mutation may regulate *MAFA* translation efficiency by altering the binding affinity of miR-3678-3p. Subsequently, ChIP-PCR experiments confirmed that the growth hormone receptor (*GHR*) gene is a direct target of the transcription factor MAFA. By conducting miR-3678-3p transfection and *MAFA* overexpression experiments in sheep myoblasts, we further validated the miR-3678-3p/*MAFA*/*GHR* regulatory axis and the classical GHR/JNK signaling pathway. These findings elucidate the molecular mechanism by which the g.1618 G/A polymorphism in the *MAFA* gene affects meat production in sheep, providing a novel molecular marker with potential application in molecular breeding for improved meat performance in sheep.

**Conclusions:**

In summary, The G/A polymorphism at position g.1618 in the 3′ UTR of the *MAFA* gene affects the binding of miR-3678-3p, thereby regulating the expression of the transcription factor MAFA at the post-transcriptional level. MAFA, in turn, directly influences the transcription of its target gene *GHR*, which affects JAK2 phosphorylation, ultimately regulating myoblast proliferation and muscle growth.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12711-025-01024-7.

## Background

As a vital component of global meat production, lambs hold a prominent place in the culinary traditions of many regions due to its distinctive flavor and high nutritional value [1]. Improving meat yield and quality remains a primary objective in sheep breeding, with significant implications for the sustainability and efficiency of livestock production [2]. With advances in molecular biology theory and technology, the elucidation of genetic mechanisms underlying productive traits has laid a solid foundation for improving livestock performance. This progress has enabled the application of molecular breeding strategies, such as marker-assisted selection (MAS) and genome wide association studies (GWAS), which overcome the limitations of conventional phenotype-based selection, including low efficiency and long generation intervals. These approaches facilitate early selection and precise improvement of genetic resources, thereby markedly accelerating the breeding process [3, 4]. Skeletal muscle mass cannot be measured non-invasively in vivo, and traditional breeding programs must rely on post-mortem evaluation. This approach not only precludes individual selection but also limits selection intensity due to slaughter capacity constraints, ultimately slowing genetic gain. As a result, MAS has become an essential complement to classical selection strategies. Although numerous functional genes have been associated with muscle growth and meat traits, relatively few markers have been successfully translated into practical tools for livestock breeding [5, 6]. In sheep, genetic polymorphisms in growth hormone (*GH*), insulin-like growth factor 1 (*IGF1*), and myostatin (*MSTN*) have been extensively studied and linked to growth and meat production traits [7–10].

MAFA (musculoaponeurotic fibrosarcoma oncogene Family A), a member of the MAF transcription factor family, was initially identified in pancreatic β-cells, where it binds to the *INS* gene promoter and enhances *INS* transcription [11, 12]. Given insulin's pivotal role in metabolism, MAFA may indirectly influence animal growth and development through modulation of insulin secretion [13]. Intriguingly, *MAFA* is also more abundantly expressed in skeletal muscle compared with other tissues [14, 15], suggesting an additional, more direct role in muscle growth beyond its canonical endocrine functions. Indeed, our recent study provided the first direct evidence that MAFA contributes to muscle production traits in sheep. MAFA expression in skeletal muscle positively correlates with muscle mass, and integrative ChIP-Seq and RNA-Seq analysis revealed that MAFA binds to regulatory regions of genes involved in calcium signaling and receptor tyrosine kinase pathways—including INSR (insulin receptor) and EGFR (epidermal growth factor receptor)—thus implicating it in muscle growth regulation [15].

To further elucidate the regulatory mechanisms of MAFA in muscle growth, we conducted genotype–phenotype association analyses and identified a single nucleotide polymorphism (SNP), g.1618 G > A, in the 3′ untranslated region (3′ UTR) of *MAFA*, which is significantly associated with carcass traits in sheep. Individuals carrying the GG genotype exhibited a 36.9% higher proportion of *longissimus dorsi* muscle mass compared to those with the AA genotype. Functional assays including dual-luciferase reporter assay and miRNA binding site analysis indicated that this SNP may modulate MAFA translation by altering the binding efficiency of miR-3678-3p.

In downstream mechanism studies, although our previous work identified EGFR and INSR as potential downstream targets, MAFA binding occurred only within intronic regions—suggesting a limited role in direct transcriptional control. In contrast, leveraging ChIP-Seq data from our prior publication along with ChIP-PCR validation in this study [15], we identified *GHR*—a gene widely recognized for its key role in mediating animal growth—as a direct transcriptional target of MAFA, with MAFA binding to its promoter region.

Subsequent experiments involving miR-3678-3p mimic transfection and *MAFA* overexpression in ovine myoblasts validated the regulatory axis of miR-3678-3p/MAFA/GHR and its downstream signaling via the classical GHR/JNK pathway. These findings provide mechanistic insights into how the g.1618 G/A polymorphism in MAFA affects meat production in sheep and offer a novel molecular marker with potential utility in precision breeding for improved carcass performance.

## Methods

### Animals and phenotypic measurements

A total of 230 six-month-old F_1_ crossbred lambs (Australian White × Small-tailed Han sheep), weighing between 40 and 56 kg, were randomly selected. All animals were housed under identical conditions and fed according to the nutritional guidelines of the National Research Council (NRC, 2007). After overnight fasting, live weight was recorded prior to slaughter. Carcass weight and blood samples were collected post-slaughter. *Longissimus dorsi* muscle from left carcass was excised and weighed. Intramuscular fat (IMF), meat color, shear force, pH, and cooking loss were determined as described by Han et al. [16]. Muscle samples were either fixed in 4% paraformaldehyde, snap-frozen in liquid nitrogen, or used fresh for subsequent analyses.

### Serum insulin quantification

Serum was obtained by centrifuging 1 mL of anticoagulated whole blood at 3000–4000 rpm for 10–15 min. Insulin levels were measured using a commercial ELISA kit (0420A23, Ji-inhi, China) according to the manufacturer’s instructions. Absorbance was read at 450 nm using a multifunctional microplate reader (CLARIOstar Plus, BMG LABTECH, Germany).

### DNA extraction and genotyping

Genomic DNA was extracted from 25 mg of *longissimus dorsi* tissue using a tissue DNA extraction kit (D0063, Beyotime, China). DNA purity and concentration were assessed using a UV spectrophotometer. Fragment of the 3′ UTR from *MAFA* gene was amplified and sequenced by the Sanger method. Sequences for genomic DNA amplification are listed in Table S1.

### RNA-seq and bioinformatic analysis

Total RNA was extracted from *longissimus dorsi* of five GG and five AA homozygous animals. mRNA was isolated using magnetic beads, followed by first- and second-strand cDNA synthesis. Libraries were sequenced using the Illumina NovaSeq™ 6000 platform. Raw reads were filtered with fastp to generate high-quality clean data. HISAT2 was used for genome alignment, and gene annotation was performed through sequence comparison methods [17]. Transcript abundance was calculated as fragments per kilobase of transcript per million mapped reads (FPKM) using RSeQC (v4.0.0) [18]. DESeq2 was used with median-of-ratios normalization to account for differences in sequencing depth and RNA composition across samples [19]. Differentially expressed genes (DEGs) were identified using the following criteria: fold change (FC) ≥ 2 or ≤ 0.5, and adjusted *P* < 0.05 (Benjamini–Hochberg FDR).

### Dual-luciferase reporter assay

A 133 bp *MAFA* 3′ UTR fragment containing either the G or A allele at position g.1618 was synthesized (GenScript) and cloned into the Psicheck2.0 vector (C8021, Promega, USA). Plasmids (1 μg/μL) carrying either *MAFA*-G or *MAFA*-A, together with 40 pmol of miR-3678-3p mimic or negative control (NC), were co-transfected into HEK293T cells. After 48 h, luciferase activity was assessed using a dual-luciferase reporter assay kit (JKR23008-50 T, GeneCreate, China). Firefly luciferase activity was normalized to Renilla luciferase. Sequences for miR-3678-3p mimic and NC were:

mimic: CUGCAGAGUUUGUACGGACCGG/CCGGUCCGUACAAACUCUGCAG

NC: UCACAACCUCCUAGAAAGAGUAGA/UCUACUCUUUCUAGGAGGUUGUGA.

### Quantitative real-time PCR (qRT-PCR)

Total RNA was extracted from muscle using TRIzol reagent. Purity and integrity were verified spectrophotometrically. cDNA was synthesized and qRT-PCR was performed using SYBR Premix Ex Taq™ II on a CFX-96 real-time PCR system (Bio-Rad, USA). mRNA levels were calculated using the 2^-ΔΔCt method. Primer sequences are provided in Table S1.

### Western blotting

Total protein was extracted from tissues or cells and quantified. Proteins were denatured in loading buffer and separated by SDS-PAGE, then transferred to PVDF membranes. Membranes were blocked with 5% non-fat milk and incubated with primary antibodies at 4 °C overnight, followed by secondary antibody incubation at room temperature for 2 h. Signals were visualized using chemiluminescence and quantified with ImageJ (v1.54 g) [20]. Primary antibodies included: MAFA (bs-4279R), GHR (bs-11502R), JAK2 (bs-6092R), and p-JAK2 (bs-1832R) (all from Bioss, Beijing, China).

### Myoblast isolation, culture and differentiation

Fresh *longissimus dorsi* tissue was collected from sheep individuals homozygous for the AA genotype at the g.1618 G/A locus. One gram of tissue was washed in sterile saline containing 1% penicillin–streptomycin, minced, and digested with 1 mg/mL type I collagenase for 1 h. After centrifugation, cells were further digested with 0.25% trypsin for 15 min. Digestion was terminated with growth medium (DMEM/F12 + 10% FBS + antibiotics), and cells were filtered through 300- and 100-mesh sieves. Cells were cultured at 37 °C in 5% CO₂ incubator. When myoblasts reached 90% confluence, differentiation was initiated with DMEM/F12 and 2% horse serum. Myogenic differentiation was evaluated by calculating the fusion index—the proportion of nuclei in myosin-positive, multinucleated myotubes.

### Cell transfection

Myoblasts were cultured to confluence in 6-well plates and allowed to differentiate for three days [15]. Upon initiation of differentiation, cells were transfected using Lipofectamine 2000 (Invitrogen, Carlsbad, USA) with miR-3678-3p mimic/NC and pcDNA3.1-MAFA/empty vector (E0648, Sigma-Aldrich, USA). Cells were harvested 48 h post-transfection.

### EdU proliferation assay

Forty-eight hours post-transfection, cell proliferation was assessed using an EdU kit (SFClick™ EdU-488, Abcell, China). Cells were incubated with 50 μM EdU for 2 h, fixed with 4% paraformaldehyde, and permeabilized with 0.5% Triton X-100. EdU incorporation was visualized using Click-iT reaction and counterstained with Hoechst 33,342. Fluorescence microscopy was used for observation.

### Immunofluorescence

Cultured cells were fixed in 4% paraformaldehyde, then permeabilized with 0.2% Triton X‑100 (in PBS) for 10 min at room temperature. After blocking for 1.5 h at room temperature with 5% BSA in PBS, cells were incubated overnight at 4 °C with myosin primary antibody (bs‑10905R, Bioss, China). Following three PBS washes, samples were incubated at room temperature with Cy3‑conjugated secondary antibody (A0521, Beyotime, China). Nuclei were counterstained with DAPI (C1341S, Beyotime, China) for 10 min, and images were captured using an Olympus CK40 fluorescence microscope. Myogenic differentiation was assessed by calculating the fusion index (percentage of nuclei within myosin-positive multinucleated myotubes) [15].

### ChIP-qPCR

Approximately 100 mg of *longissimus dorsi* muscle tissue was sliced into sections less than 1 mm thick on ice. The samples were fixed in freshly prepared PBS containing 1% formaldehyde (F8775, Sigma-Aldrich, USA) for 5–15 min on ice. Cross-linking was quenched by adding 1/20 volume of 2.5 M glycine to a final concentration of 125 mM, followed by gentle agitation on ice for 5 min. Samples were washed three times with 1 × PBS and centrifuged at 1,000 × g for 5 min at 4 °C. The supernatant was thoroughly removed, and the pellet was used to prepare whole-cell lysates. Genomic DNA was fragmented by sonication to an appropriate size range. Immunoprecipitation was performed using an anti-MAFA antibody (#79,737, Cell Signaling Technology, USA), and IgG served as a negative control. Bound chromatin was eluted, reverse cross-linked, and the DNA was purified. Based on our previously obtained ChIP-seq data for *GHR* (SRA: PRJNA1135757) [15], primers targeting the *GHR* promoter region were designed. Quantitative PCR was conducted using the recovered DNA as a template. Enrichment was quantified using the 2^-ΔΔCt method, with ChIP signals normalized to input signals to calculate fold enrichment.

### Statistical analysis

Data are presented as mean ± SEM. For comparisons among multiple genotypes (GG, AA, and GA), group variances were tested using Levene’s test to verify homogeneity (all *P* > 0.05), and data were screened for outliers using the interquartile range (IQR) method. As both assumptions were met, we applied one-way ANOVA using the model: *Y*_*ij*_ = *μ* + *α*_*i*_ + *ε*_*ij*_, where *Y*_*ij*_ is the phenotype, μ represents the overall mean,* α*_*i*_ is the effect of genotype i, and *ε*_*ij*_*∼*N(0,σ^2^) denotes residual error. We calculated η^2^ as a measure of the proportion of total phenotypic variance accounted for by genotype (overall effect size in the ANOVA model). If the ANOVA yielded statistical significance, we conducted post hoc multiple comparisons using the Student–Newman–Keuls (SNK) test. For these pairwise comparisons, we quantified effect sizes as standardized mean differences (Cohen’s d) to reflect the magnitude of difference between two genotype groups.

All statistical analyses were performed using SPSS v27.0 [21], with *P* < 0.05 denoting statistical significance. Graphical outputs were generated with GraphPad Prism v9.5 [22].

## Results

### The g.1618 G/A polymorphism in the 3′ UTR of the MAFA gene is associated with longissimus dorsi muscle proportion

According to the sheep reference genome (NC_056062.1), *MAFA* spans 2,699 bp on chromosome 9 (Chr9:14,181,994–14,184,692), contains a single exon without introns, and encodes a 351-amino acid protein (Fig. 1a). The 3′ UTR of *MAFA* harbors abundant polymorphic loci, and due to the absence of introns, nearly all genetic variation is localized within the 3′ UTR. Sanger sequencing was performed to genotype the g.1618 site in 230 lambs (Fig. 1b), followed by analysis of the association between genotype and *longissimus dorsi* muscle proportion. Individuals with the GG genotype exhibited a significantly higher muscle proportion than those with AA or GA genotypes (Table S2; *P* < 0.0001, Cohen’s *d* = 2.04 and 1.39, respectively), with a 36.9% increase compared to AA animals (Fig. 1c). The estimated allele substitution effect was α = 0.2005 [23].

**Fig. 1:**
The g.1618 G/A polymorphism in the 3′UTR of the *MAFA* gene affects the proportion of *longissimus dorsi* muscle. **a** Schematic representation of the *MAFA* gene structure. **b** Sanger sequencing chromatograms showing genotypes at the g.1618 site of the *MAFA* gene. **c** Proportion of *longissimus dorsi* muscle in individuals with different genotypes (n = 230; GG = 72, AA = 48, GA = 110). **d** Serum insulin levels in individuals with different genotypes (n = 60; GG = 18, AA = 12, GA = 30). **e** Meat quality traits across different genotypes (n = 30; GG = 9, AA = 6, GA = 15). Data with error bars represent mean ± SEM. Statistical significance between the GG genotype and the genotype with the greatest difference is indicated with significance as follows: ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.001; *****P < 0.0005

Given that MAFA is a transcriptional activator of the *INS* gene, we initially hypothesized that this genotype-associated variation in muscle mass might be mediated by differences in insulin expression. To test this, serum insulin levels were measured in a subset of 60 animals. No significant differences were observed among genotypes (Fig. 1d), suggesting that the effect of the *MAFA* gene on skeletal muscle proportion is likely independent of insulin regulation.

To evaluate potential effects of the g.1618 G/A polymorphism on meat quality, we analyzed muscle samples from 30 individuals. Aside from a significantly higher pH at 24 h postmortem (pH_24_) in AA genotypes compared to GG animals (Table S2, *P* < 0.05, Cohen’s *d* = -0.30), no significant differences were found for meat color parameters (L*, a*, b*), shear force, cooking loss, IMF, or muscle fiber diameter (Fig. 1e).

### MiR-3678-3p binding at the g.1618 SNP modulates MAFA expression

Given that mutations in the 3′ UTR can affect post-transcriptional regulation, we investigated the mechanistic role of the g.1618 G/A polymorphism in the *MAFA* 3′ UTR. 

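The miRNAs of longissimus muscle in these data were dominated by myomiRs, the miRNAs made at high level in muscle fibres. miR-1 had a mean of 365665 CPM (counts scaled to the total of a library with 1 row per miRNA name) over the 6 libraries, 366295 ± 46075 (SD, n = 3) in Qianhua Mutton Merino (QHMM) and 365035 ± 43518 (SD, n = 3) in Small Tail Han (STH) sheep. miR-133 followed with 113352 CPM, and the muscle-specific miR-206-3p had 35912 CPM. Among the 10 most abundant names were also miR-26a (39171 CPM), miR-145-5p of smooth muscle and vessel walls (30169 CPM), miR-126a-3p of endothelium (17484 CPM), miR-21 (13759 CPM), miR-19b (13198 CPM) and miR-451-5p of red blood cells (24957 CPM). The sequence of miR-378, listed under the rat name miR-3557-5p, had 25770 CPM. miR-451-5p reached 82384 CPM in QHMM replicate 3 and lay between 7083 and 19640 CPM in the other 5 libraries. These 10 names took between 63.8% and 71.2% of the counts of a library with 1 row per name.

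**Figure D1:**
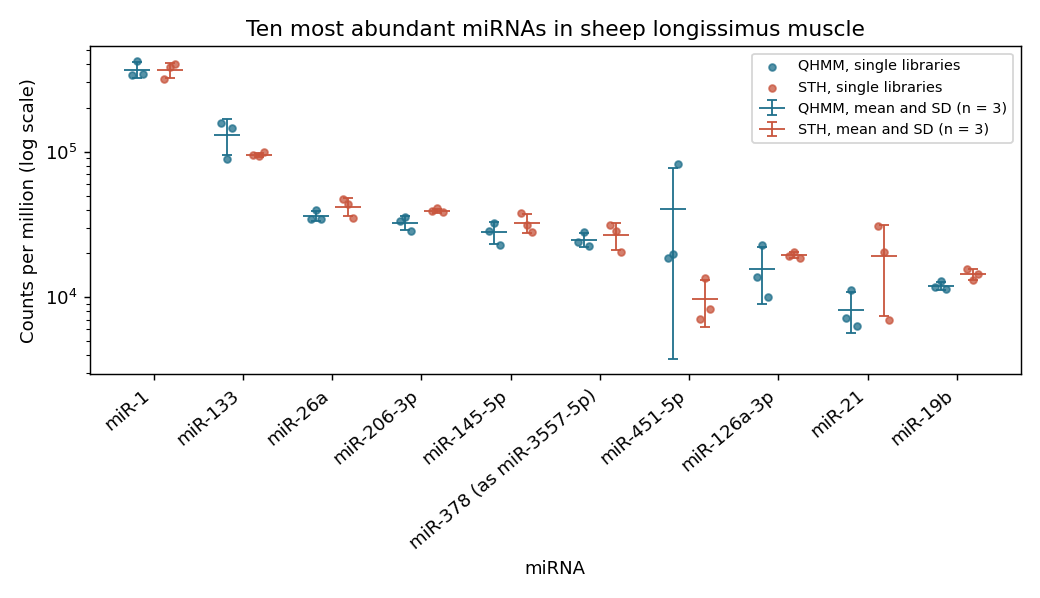
CPM (log scale) of the 10 most abundant miRNAs in longissimus muscle of QHMM and STH sheep. Points are single libraries, and horizontal marks with bars are the mean and SD of 3 libraries per breed. miR-1 and miR-133 lie above the others in every library, and the QHMM library at 82384 CPM of miR-451-5p lies apart from the other libraries.

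Small RNA from longissimus muscle of 3 QHMM and 3 STH sheep had been size-selected and sequenced single-end on an Ion Proton instrument, which reads DNA synthesis from released protons. The authors deposited raw read counts per mature sequence, 1 column per library. The submitters' processing notes name the sheep genome build Oar_v3.1 and the program DESeq. The aligner, the miRNA caller and the rule for reads that match several loci are not given in the sources used here. The labels do not say whether each library came from a separate animal, and p-values measure the spread between these libraries. The total count per library was 10276427, 8062231 and 10139705 in QHMM replicates 1, 2 and 3, and 9848880, 8681817 and 11282332 in STH replicates 1, 2 and 3. The 11161 rows hold 153 sheep miRNAs, 499 rat, 989 mouse and 1444 human miRNAs, 578 predicted sheep loci with a known miRNA name and 7498 predicted loci with no known name. After the species prefix was removed, the row with the highest total stood for each name, which left 10430 names and between 5572865 and 7930202 counts per library. This choice also applied to miR-1, the most abundant name, whose sequence stands at 2 predicted loci. Together these loci took between 46.9% and 58.0% of all counts of a library, a share that can hold the same read at both loci. Of the 10430 names, 2063 had at least 1 count in each of the 6 libraries and 930 had at least 10. Of the 153 sheep names, 135 had at least 1 count in each library. CPM are counts divided by the total over the names of the same library.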

Using our previously published miRNA-seq data from sheep muscle tissue (Gene Expression Omnibus accession number GSE113173) [24], we employed the miRDB prediction tool [25] to identify miRNAs with potential binding sites in the *MAFA* 3′ UTR. Notably, miR-3678-3p was predicted to bind at the region containing the g.1618 site (Fig. 2a), with the A allele creating a highly stable 8-mer seed match with the first nucleotide of the miRNA seed region [26]. This mutation is predicted to enhance the affinity of miR-3678-3p for the *MAFA* 3′ UTR, potentially suppressing *MAFA* translation.

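In these muscle libraries the sequence of the other arm of miR-3678, miR-3678-5p, was counted at a very low level. Whether these reads came from a miR-3678 hairpin of sheep was not tested, since no sheep genome was used here. miR-3678-5p, listed under its human name with the sequence TCCGTACAAACTCTGCTGTG, had 5, 4 and 4 counts in the QHMM libraries and 3, 4 and 2 counts in the STH libraries. This is a mean of 0.538 ± 0.178 CPM (SD, n = 6), and 1782nd place among the 10430 names by mean CPM. For comparison, miR-208b-3p of slow muscle fibres had 147 ± 40.4 CPM (SD, n = 3) in QHMM and 60.2 ± 4.96 CPM (SD, n = 3) in STH. miR-3678-5p had 0.639 ± 0.0924 CPM (SD, n = 3) in QHMM and 0.437 ± 0.199 CPM (SD, n = 3) in STH, a difference within the spread between libraries (exact permutation test, two-sided, p = 0.20, where 3 against 3 allow no p below 0.10). The exact Poisson 95% interval was 1.62 to 11.7 counts for the library with 5 counts and 0.242 to 7.22 counts for that with 2. The ratio of the summed shares of miR-3678-5p, STH over QHMM, was 0.664 with a 95% counting interval of 0.251 to 1.68, and a breed difference within this interval was not detectable at this depth. No level of the mature miR-3678-3p is given here: among the 11161 rows analysed, searched by name and by sequence, the longest run of bases shared with its 22 nt was 9 nt. miR-3678-5p shares 16 of its 20 nt, TCCGTACAAACTCTGC, with the passenger strand of the miR-3678-3p mimic.
The seed of miR-3678-3p, positions 2 to 8 counted from its 5′ end, is TGCAGAG. Among the rows analysed here, 2 carried this seed, both of them predicted loci with no known miRNA name. ATGCAGAGGGCAAGGAGA, on chromosome 12, had 5 counts in total over 4 of the 6 libraries. CTGCAGAGGAAGAGGACGT, on chromosome 4, had 7 counts, all of them in the STH libraries with 3, 1 and 3 counts. This seed had 12 counts in total, where the median was 6 counts per seed over 6200 seeds and 2079 seeds had more. Its site ends before the variable base. Sequences whose seed matches a 7-nt window that holds the variable base also had few counts. All but 1 of these windows reach into the bases after the variable base, TCGCCGGACAGAG, which were read by eye from the chromatograms of Fig. 1b. With the A allele, 5 rows matched one of the 7 windows, with 18 counts over all libraries, and with the G allele 6 rows matched, with 9 counts. Intervals and counts cover counting error only.

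**Figure D2:**
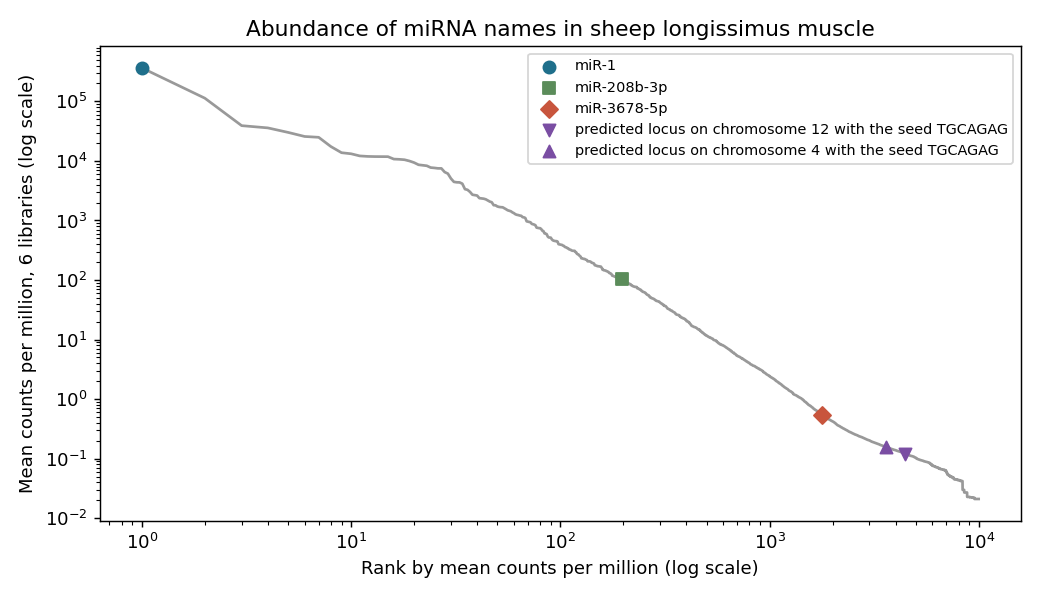
Mean CPM over 6 libraries (log scale) against rank (log scale) for all miRNA names with a count, drawn as a line. Marked points show miR-1, miR-208b-3p, miR-3678-5p at 0.538 CPM and rank 1782, and both predicted loci with the seed TGCAGAG at 0.158 and 0.120 CPM, ranks 3589 and 4458.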

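The site printed in Fig. 2a ends at the variable base, CGGCCCCGCACGCCTTCTCTGCAA with the A allele and CGGCCCCGCACGCCTTCTCTGCAG with the G allele, and faces miR-3678-3p (CUGCAGAGUUUGUACGGACCGG, the sequence of the mimic) from the 5′ end of the miRNA. Positions 2 to 8 of the miRNA, counted from its 5′ end, paired by Watson–Crick rules with both alleles, 7 of 7 positions each. The variable base faces position 1. The A allele did not pair there by Watson–Crick rules and the G allele did, so that 7 of positions 1 to 8 paired with the A allele and 8 with the G allele. The minimum free energy of the duplex of the miRNA with the 24-nt site was -20.1 kcal/mol with the A allele and -21.7 kcal/mol with the G allele, calculated with RNAduplex. For the first 8 nt of the miRNA alone it was -10.6 kcal/mol and -12.2 kcal/mol, respectively. These are calculated values with no replicates, and RNAduplex scores base pairs only, without the preference of the miRNA-bound protein complex for an unpaired adenosine across from the first nucleotide. The place of the site in the sheep genome was not analysed here. From the 8-mer seed match with the A allele, the paper predicts a higher affinity of miR-3678-3p for this allele.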

**Fig. 2:**
MiR-3678-3p regulates MAFA protein expression by binding to the g.1618 site in the 3′UTR of the *MAFA* gene. **a** Predicted pairing between miR-3678-3p and the *MAFA* 3′ UTR sequence containing either the A or G allele at position 182. **b** Dual-luciferase reporter assay evaluating the binding affinity of miR-3678-3p to *MAFA* 3′ UTR variants (n = 3). **c** Relative expression levels of miR-3678-3p in the *longissimus dorsi* muscle of individuals with different *MAFA* genotypes (n = 3). **d** Quantitative PCR analysis of *MAFA* mRNA expression in individuals with different genotypes (n = 3). **e** Western blot analysis of MAFA protein levels in individuals with different genotypes. Data are presented as mean ± SEM. Statistical significance is indicated as follows: ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.001; *****P < 0.0005

To experimentally validate this interaction, we synthesized reporter constructs containing either the G or A allele at the g.1618 site and performed dual-luciferase assays. The construct harboring the G allele exhibited significantly higher luciferase activity compared to the A allele (*P* < 0.0005, Fig. 2b), consistent with increased repression by miR-3678-3p in the presence of the A allele.

We next quantified the expression levels of miR-3678-3p and MAFA mRNA in longissimus dorsi muscle from lambs with GG (n = 3) and AA (n = 3) genotypes. No significant differences in miR-3678-3p levels were observed between genotypes (Fig. 2c), and although *MAFA* mRNA showed a trend toward higher expression in GG individuals, the difference was not statistically significant (Fig. 2d). These results suggest that the g.1618 G/A polymorphism does not substantially affect *MAFA* transcription.

To determine whether the mutation impacts protein translation, we conducted Western blot analysis to quantify MAFA protein levels. MAFA protein abundance was significantly higher in GG individuals compared to AA animals (*P* < 0.001, Fig. 2e), indicating that the genotype-dependent differences in *MAFA* expression are mediated at the translational level.

Together, these results demonstrate that miR-3678-3p exhibits differential binding to the *MAFA* 3′ UTR depending on the g.1618 allele, modulating MAFA protein expression through translational regulation in sheep muscle tissue.

### Transcriptomic analysis of different genotypes

Based on our results showing that the MAFA gene does not affect skeletal muscle mass through insulin-mediated indirect effects, we propose that MAFA may instead play a direct regulatory role in muscle growth. To explore the downstream mechanisms following miR-3678-3p-mediated regulation of MAFA protein abundance, we performed transcriptomic profiling of the *longissimus dorsi* muscle from five GG and five AA genotype lambs using high-throughput RNA sequencing.

Using the GG genotype as the experimental group and AA as the control, DEGs were identified with adjusted *P* < 0.05 and a FC threshold of ≥ 2 or ≤ 0.5. A total of 966 DEGs were detected, with 959 genes upregulated and only 7 downregulated in the GG group (Fig. 3a). Principal component analysis (PCA) revealed distinct clustering between the two groups, indicating clear transcriptomic separation (Fig. 3b). Hierarchical clustering further highlighted distinct gene expression patterns between samples (Fig. 3c).

**Fig. 3:**
Transcriptome analysis of the *longissimus dorsi* muscle from homozygous AA and GG genotypes of the *MAFA* gene (n = 5). **a** Volcano plot of differentially expressed genes. **b** Principal component analysis (PCA) of gene expression profiles. **c** Heatmap of hierarchical clustering based on gene expression. **d–f** GO enrichment analysis of differentially expressed genes. **g** KEGG pathway enrichment analysis of differentially expressed genes (Top 10 pathways). **h** qRT-PCR validation of random selected differentially expressed genes (n = 3). Data are presented as mean ± SEM. Statistical significance is indicated as follows: ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.001; *****P < 0.0005

Gene Ontology (GO) enrichment analysis of the upregulated DEGs in GG individuals revealed significant enrichment in biological processes (BP) such as regulation of small GTPase-mediated signal transduction, histone modification, cell–matrix adhesion and assembly, and GTPase activity regulation (Fig. 3d). Molecular functions (MF) were enriched in protein serine/threonine kinase activity and GTPase regulator activity (Fig. 3e), while cellular components (CC) were enriched for cytoplasmic ribonucleoprotein granules, P-bodies, and transcription regulatory complexes (Fig. 3f). KEGG pathway enrichment analysis indicated that upregulated genes were significantly associated with cytoskeleton regulation, Ras signaling, and MAPK signaling pathways (Fig. 3g), all of which are closely associated with muscle growth and development, aligning with the observation that GG genotype individuals exhibit a significantly higher skeletal muscle proportion compared to AA individuals. Notably, small GTPase-mediated signal transduction and cytoskeletal regulation play central roles in muscle cell proliferation and differentiation, while the Ras and MAPK signaling pathways facilitate adaptive responses that promote muscle growth. These findings offer valuable insights into the molecular mechanisms underlying muscle development. Furthermore, the enrichment of P-body-related genes—key components in miRNA-mediated gene regulation—provides indirect evidence supporting the involvement of miRNA activity in the genotype-dependent phenotypic differences.

To validate the RNA-seq results, we randomly selected six DEGs for qRT-PCR validation. The expression trends observed were consistent with the RNA-seq data, confirming the reliability of the transcriptomic findings (Fig. 3h).

Given the small number of downregulated genes (n = 7) in the GG genotype, KEGG, and GO analyses for this group yielded limited enrichment in the CC category. Nevertheless, biological processes such as coenzyme A biosynthesis, phosphate ion homeostasis, and trivalent inorganic anion homeostasis were significantly enriched. In the molecular function category, sodium-phosphate symporter activity, neurexin family protein binding, and myristoyl-CoA hydrolase activity were significantly enriched.

The downregulation of coenzyme A biosynthesis may suggest a metabolic shift in muscle cells toward alternative energy sources, such as glycogen, potentially related to MAFA’s known role in insulin secretion. Reduced sodium-phosphate symporter activity may influence intracellular phosphate levels, affecting muscle cell proliferation and differentiation. Decreased neurexin family protein binding could reflect altered intercellular signaling, potentially contributing to muscle growth. Finally, suppression of myristoyl-CoA hydrolase activity may reduce fatty acid accumulation, thereby promoting muscle cell growth and function.

### The transcription factor MAFA targets the GHR gene to promote muscle growth

To elucidate the regulatory mechanism by which MAFA affects skeletal muscle mass, we first aimed to identify its direct target genes. Using previously obtained MAFA ChIP-seq data from ovine *longissimus dorsi* muscle [15] (SRA: PRJNA1135757), we employed MACS2 software for peak calling, setting a threshold of adjusted *P* < 0.05 and FC > 2 or < 0.5. Significant MAFA-binding peaks were mapped to the sheep genome (NC_056062.1), and 514 genes were annotated with MAFA binding sites within their promoter regions.

By intersecting these 514 candidate genes with the 966 DEGs identified from transcriptome comparisons between GG and AA genotypes, we identified 66 overlapping genes (Fig. 4a), including *GHR* and phosphoinositide-3-kinase regulatory subunit 1 (*PIK3R1*) (Table S3). Correlation analysis showed that *GHR* expression was positively correlated with both *MAFA* expression and the proportion of *longissimus dorsi* muscle (Fig. 4c). Given the established role of GHR in promoting growth, we hypothesized that *GHR* is a direct downstream effector of MAFA-mediated regulation of muscle development.

**Fig. 4:**
The transcription factor MAFA targets the *GHR* gene to promote muscle growth. **a** Venn diagram showing the overlap between MAFA target genes identified by ChIP-seq and differentially expressed genes from transcriptome analysis. **b** ChIP-seq peak profile indicating binding of MAFA to the *GHR* gene. **c** Heatmap showing Pearson correlation coefficients among expression levels of GHR and MAFA (FPKM values) and the proportion of *longissimus dorsi* muscle (n = 10). **d** Western blot analysis validating the chromatin immunoprecipitation (ChIP) efficiency of MAFA. Input: Cell lysate after centrifugation; SN: Supernatant after immunoprecipitation; IP: Antibody-magnetic bead complex after incubation and washing; IgG: IgG-magnetic bead complex after incubation and washing. **e** ChIP-PCR results showing significant enrichment of the *GHR* gene by MAFA (n = 3). **f**–**h** Western blot analysis of GHR expression and JAK2 phosphorylation levels in the *longissimus dorsi* muscle of individuals with different genotypes (n = 3, same batch of samples as in Fig. 2e, with shared β-actin internal control). Data are presented as mean ± SEM. Statistical significance is indicated as follows: ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.001; *****P < 0.0005

ChIP-seq results revealed two prominent MAFA binding peaks within the promoter region of *GHR* in the immunoprecipitation (IP) group compared to the control group without antibody treatment (input) (Fig. 4b), suggesting direct transcriptional regulation by MAFA. To validate this interaction, ChIP-PCR assays were performed. Western blot analysis showed a specific MAFA band at 50 kDa in the MAFA IP group compared to the IgG control (Fig. 4d), and PCR amplification demonstrated significantly higher enrichment of the *GHR* promoter in the MAFA group (Fig. 4e), confirming the specific binding of MAFA to the *GHR* promoter.

GHR, a member of the interferon-γ receptor superfamily, plays a key role in cellular signal transduction. Upon growth hormone (GH) binding at the cell surface, GHR activates JAK2 via phosphorylation, subsequently triggering downstream signaling pathways that modulate cellular growth and metabolism. Western blot analysis of *longissimus dorsi* muscle from individuals with different genotypes revealed significantly higher GHR protein levels in the GG group compared to the AA group (*P* < 0.001, Fig. 4f–g), along with elevated JAK2 phosphorylation levels (*P* < 0.005, Fig. 4h). These findings collectively support the hypothesis that MAFA promotes muscle growth by directly targeting the *GHR* gene and activating downstream JAK2 signaling, thereby contributing to the genotype-associated differences in muscle mass.

### Transfection of miR-3678-3p into myoblasts reduces MAFA and GHR expression

To further validate the regulatory mechanism whereby miR-3678-3p modulates *MAFA* translation and thus influences *GHR* expression, we isolated primary ovine myoblasts derived from individuals homozygous for the AA genotype at the g.1618 G/A locus. These homogeneous genotype cells were used for all subsequent miRNA transfection and *MAFA* overexpression assays to ensure a consistent genetic background. We transfected cells with a miR-3678-3p mimic or a negative control (NC) and performed downstream assays. Compared to the NC group, miR-3678-3p transfection did not significantly alter *MAFA* mRNA expression levels (Fig. 5a); however, Western blotting revealed a marked reduction in MAFA protein levels (*P* < 0.05, Fig. 5b and f), consistent with the anticipated translational repression of *MAFA* by miR-3678-3p.

**Fig. 5:**
MiR-3678-3p transfection into myoblasts regulates *MAFA* expression and inhibits cell proliferation. **a** qRT-PCR analysis of *MAFA* mRNA expression. **b** Bar graph of MAFA protein levels from Western blot analysis. **c** qRT-PCR analysis of *GHR* mRNA expression. **d** Bar graph of GHR protein levels from Western blot analysis. **e** Bar graph showing the phosphorylation ratio of JAK2. **f** Western blot analysis of MAFA, GHR, JAK2 and phosphorylated JAK2 (p-JAK2). **g** EdU staining to assess cell proliferation. Proliferating cells were labeled with EdU (green), and all nuclei were stained with Hoechst 33,342 (blue). **h** Immunofluorescence staining to evaluate myogenic differentiation. **i** Flow cytometry analysis of cell cycle distribution following miR-3678-3p transfection. Bar graph data are presented as mean ± SEM (n = 3). Statistical significance is indicated as follows: ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.001; *****P < 0.0005

Furthermore, both the mRNA (*P* < 0.05, Fig. 5c) and protein levels (*P* < 0.05, Fig. 5d and f) of *GHR* were significantly decreased following miR-3678-3p transfection. Concordantly, the phosphorylation level of JAK2 (p-JAK2/JAK2) was also significantly reduced (*P* < 0.001, Fig. 5e and f), supporting the regulatory pathway in which MAFA modulates *GHR* expression and downstream JAK signaling.

To assess cellular function, we performed EdU incorporation assays, which revealed a markedly lower proportion of EdU-positive cells in the miR-3678-3p group than in controls (*P* < 0.05, Fig. 5g). Immunofluorescence analysis showed that the differentiation and fusion indices of transfected cells were significantly higher than those of control cells (*P* < 0.01, Fig. 5h). Consistently, flow-cytometric analysis demonstrated a pronounced increase in the proportion of cells in the G1 phase (*P* < 0.05), accompanied by a marked decrease in S-phase cells (*P* < 0.05), with no significant change in the G2-phase population (Fig. 5i). Together, these findings indicate that miR-3678-3p suppresses myoblast proliferation while promoting differentiation owing to reduced MAFA protein levels.

### Effects of MAFA overexpression on myoblasts

To investigate the effects of MAFA on myoblast function, ovine myoblasts were transfected with either a *MAFA* overexpression plasmid or an empty vector as control. qPCR and Western blot analyses confirmed successful overexpression of *MAFA* at both the mRNA (*P* < 0.05, Fig. 6a) and protein levels (*P* < 0.05, Fig. 6b and f), with significantly higher expression observed in the overexpression group compared to the control.

**Fig. 6:**
*MAFA* overexpression upregulates *GHR* expression and JAK2 phosphorylation, thereby promoting myoblast proliferation. **a** qRT-PCR analysis of *MAFA* mRNA expression. **b** Bar graph of MAFA protein levels from Western blot analysis. **c** qRT-PCR analysis of *GHR* mRNA expression. **d** Bar graph of GHR protein levels from Western blot analysis. **e** Bar graph showing the phosphorylation ratio of JAK2. **f** Western blot analysis of MAFA, GHR, JAK2, and phosphorylated JAK2 (p-JAK2). **g** EdU staining to evaluate cell proliferation. Proliferating cells were labeled with EdU (green), and all nuclei were stained with Hoechst 33,342 (blue). **h** Immunofluorescence staining to evaluate myogenic differentiation. **i** Flow cytometry analysis of cell cycle distribution following *MAFA* overexpression. Bar graph data are presented as mean ± SEM (n = 3). Statistical significance is indicated as follows: ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.001; *****P < 0.0005

We next examined the expression of *GHR*, a known downstream target of MAFA. Both *GHR* mRNA (*P* < 0.005, Fig. 6c) and protein levels (*P* < 0.05, Fig. 6d and f) were significantly increased in the MAFA-overexpressing group, further supporting the transcriptional regulatory role of MAFA on *GHR*. In addition, the phosphorylation level of JAK2, a key component of the downstream signaling cascade, was also significantly elevated following *MAFA* overexpression (*P* < 0.05, Fig. 6e and f).

Compared with the control group, EdU incorporation assays showed that *MAFA* overexpression led to a significant increase in cell proliferation (*P* < 0.05, Fig. 6g). Immunofluorescence analysis revealed that *MAFA* overexpression reduced the fusion indices of myoblasts (*P* < 0.05, Fig. 6h). Flow cytometry analysis further revealed that *MAFA* overexpression resulted in a significant decrease in the proportion of cells in the G1 phase (*P* < 0.005) and a corresponding increase in the S phase (*P* < 0.05), while no significant change was observed in the G2 phase (Fig. 6i). These findings indicate that MAFA inhibits myoblast differentiation while promoting myoblast proliferation by upregulating *GHR* expression and activating the JAK signaling pathway.

Together, these findings delineate a coherent regulatory axis in which miR-3678-3p acts upstream to suppress *MAFA* translation, leading to reduced *GHR* expression and diminished JAK2 activation, thereby inhibiting myoblast proliferation and facilitating differentiation. Conversely, *MAFA* overexpression enhances *GHR* transcription and JAK2 phosphorylation, promoting proliferation while restraining early differentiation. This integrated miR-3678-3p-*MAFA-GHR* signaling cascade thus establishes a mechanistic framework underlying genotype-dependent regulation of muscle growth (Fig. 7).

**Fig. 7:**
Schematic model illustrating the mechanism by which miR-3678-3p targets *MAFA* to regulate *GHR* expression and influence myoblast growth

## Discussion

Meat yield is a critical determinant of production efficiency in livestock. Although numerous major genes and molecular markers associated with animal growth traits have been identified, most are linked to general growth rate or body weight. In contrast, enhancing the proportion of skeletal muscle offers a more precise and practically valuable target for genetic selection [27, 28]. However, due to the lack of accurate in vivo measurement methods for skeletal muscle proportion, traditional carcass-based evaluations suffer from low selection intensity, ultimately limiting genetic progress. Therefore, the development of molecular markers for skeletal muscle proportion holds significant importance [29, 30].

Unfortunately, such markers remain scarce. While polymorphisms in the *MSTN* gene have been widely validated to directly affect muscle mass, favorable genotypes are often associated with lower intramuscular fat content, leading to inferior meat quality [31, 32]. In this study, we identified a polymorphism (g.1618 G > A) in the 3′ UTR of the *MAFA* gene that is significantly associated with the proportion of *longissimus dorsi* muscle in sheep. Notably, this polymorphism does not influence intramuscular fat content or other meat-quality traits, making *MAFA* a promising complementary candidate gene when the goal is improving muscle mass in sheep breeding programmes.

To elucidate the regulatory mechanism by which the g.1618 G/A polymorphism affects muscle growth, we predicted that this locus creates an 8-nucleotide seed pairing site (8-mer) for miR‑3678‑3p binding within the 3′ UTR of MAFA. In miRNA biology, nucleotides 2–7 of the miRNA constitute the seed region and pair with their targets through Watson–Crick base-pairing, while the first nucleotide at the 5′ end typically favours pairing with an adenosine, which is a conserved feature among vertebrates. Among the various seed-match types, 8-mer sites, defined by perfect pairing from positions 2–8 plus an adenosine opposite position 1, are considered the most specific and effective. In our case, the G allele at g.1618 aligns only with the miRNA positions 2–7, whereas the A allele introduces an adenosine opposite position 1 and thus generates a canonical 8-mer interaction with miR-3678-3p. Our dual-luciferase reporter assay confirmed that, although miR-3678-3p can bind both alleles, its binding to the A allele was significantly stronger — consistent with the observed greater translational repression of MAFA in the A allele context. Given that miRNA-mRNA interactions are dynamic and competitive, this allele-dependent difference in binding strength likely contributes to the phenotypic variation observed.

Post-transcriptional regulation via miRNA binding to the 3′ UTR of target genes is a key mechanism that typically leads to mRNA degradation or translational repression. To examine whether this mechanism underlies the differential expression of *MAFA* among genotypes, we measured *MAFA* expression in individuals carrying different alleles at the g.1618 locus. Quantitative PCR revealed no significant differences in mRNA levels between genotypes. However, Western blot analysis showed significantly higher MAFA protein levels in individuals with the GG genotype compared to those with the AA genotype, indicating that the genotype-dependent regulation of *MAFA* occurs at the post-transcriptional level. These findings confirm the upstream regulatory mechanism of the g.1618 G/A polymorphism in the *MAFA* 3′ UTR.

To explore the downstream consequences of this mutation, we integrated transcriptomic data from *longissimus dorsi* muscle tissues of animals with different genotypes and our previously generated MAFA ChIP-seq dataset [15]. Using ChIP-PCR validation, we identified *GHR* as a direct transcriptional target gene of MAFA. Both qPCR and Western blot results confirmed that *GHR* expression is significantly elevated in GG genotype individuals compared to AA genotype individuals. For subsequent functional experiments, primary myoblasts were isolated from individuals homozygous for the AA genotype, providing a consistent cellular genetic background to evaluate the mechanistic effects of miR-3678-3p and *MAFA*. These results were further supported by in vitro experiments, in which transfection with miR-3678-3p led to decreased *MAFA* and *GHR* expression, while *MAFA* overexpression increased *GHR* levels. Although our earlier study reported *EGFR* and *INSR* as MAFA-associated genes, the MAFA-binding sites for both were located within intronic regions—suggesting limited capacity for transcriptional regulation [15]. In contrast, leveraging ChIP-Seq data from our previous publication, together with ChIP-PCR validation in this study, we identified *GHR*—a gene well established to regulate animal growth—as a direct transcriptional target of MAFA, with MAFA binding to its promoter region.

*GHR* gene encodes a transmembrane receptor that binds GH and plays a central role in signal transduction. Upon GH binding, GHR undergoes conformational changes and forms dimers or oligomers, activating intrinsic tyrosine kinase activity [33–35]. Activated GHR directly stimulates JAK2, which phosphorylates STAT proteins, allowing them to act as nuclear transcription factors that promote cell growth and metabolism [36–38]. Phosphorylated GHR can also recruit SHC (Src homology 2 domain-containing) proteins, which are subsequently phosphorylated by JAK2 at specific tyrosine residues [39–41]. Activated SHC interacts with signaling molecules such as GRB2 (growth factor receptor-bound protein 2) to trigger Ras-GTPase activity and initiate the Ras-MAPK pathway, ultimately influencing cell proliferation and differentiation [42–44], consistent with our transcriptomic enrichment analyses. Moreover, JAK2 can phosphorylate IRS (insulin receptor substrate) proteins [45–47], thereby activating downstream signaling cascades including the PI3K/Akt pathway, which is critical for metabolic regulation [48, 49].

Given the central role of JAK2 phosphorylation in mediating GHR function, we examined JAK2 and phosphorylated JAK2 (p-JAK2) levels in *longissimus dorsi* muscle tissue of individuals with different *MAFA* genotypes. Western blot analysis revealed significantly higher levels of p-JAK2 in GG genotype individuals compared to those with the AA genotype. This trend was recapitulated in cellular assays. Primary myoblasts homozygous for the AA genotype, which exhibits high miR-3678-3p binding efficiency, were used as experimental materials. Cells transfected with miR-3678-3p exhibited reduced JAK2 phosphorylation and lower proliferation rates relative to controls, whereas *MAFA*-overexpressing cells displayed increased JAK2 phosphorylation and enhanced proliferation, yet concurrently suppresses first-phase differentiation. This dichotomy reflects the stage-dependent roles of JAK/STAT signaling in myogenesis. JAK2 activation initially favors expansion of progenitor cells, sustained or context-shifted signaling later triggers differentiation programs[50]. These findings demonstrate that MAFA, through genotype-dependent regulation and transcriptional activation of GHR, promotes JAK2-mediated signaling and myoblast proliferation (Fig. 7).

## Conclusions

In summary, the G > A polymorphism at position g.1618 in the 3′ UTR of the *MAFA* gene alters the binding affinity of miR-3678-3p, resulting in post-transcriptional regulation of MAFA protein expression. MAFA directly activates the transcription of its downstream target gene *GHR*, which in turn promotes JAK2 phosphorylation. This signaling cascade enhances myoblast proliferation and contributes to skeletal muscle growth.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

## Data Availability

Primer sequences used for RT-qPCR experiments are provided in Table S1 The RNA-seq data have been submitted to the NCBI Sequence Read Archive (SRA) under BioProject accession number PRJNA1210790.

# Supplementary material for: A 3′ UTR polymorphism g.1618 G > A in the MAFA gene modulates miR-3678-3p binding and enhances meat production in sheep via the MAFA/GHR/JAK2 pathway
**Source:** Genet Sel Evol. 2025 Dec 22;57:73. doi: 10.1186/s12711-025-01024-7
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Table S1. Primer sequences used for RT-qPCR and ChIP-PCR**

| Target gene     | Primer sequences (5'→3')           | Product size (bp) | Usage    |
|-----------------|------------------------------------|-------------------|----------|
| miR-3678-3p     | Forward: CGCGCTGCAGAGTTTGTACG      | 81                | RT-qPCR  |
|                 | Reverse: AGTGCAGGGTCCGAGGTATT      |                   |          |
| <i>MAFA</i>     | Forward: TGAACGATTTTCGACCTGATG     | 76                | RT-qPCR  |
|                 | Reverse: GGCAGTCGGTGGCAAAAG        |                   |          |
| <i>MAFA</i>     | Forward: GCCCGACTTCTTCCTGTGA       | 301               | DNA-PCR  |
|                 | Reverse: CCGAGCAGAGGAGTTGGA        |                   |          |
| <i>PPARGC1A</i> | Forward: CCTCAGTTCTGTCCGTGTTGTGTC  | 131               | RT-qPCR  |
|                 | Reverse: GCAGAGAGTATGAGAAGCGGGAATC |                   |          |
| <i>IGFIR</i>    | Forward: GCGCAGGGGAGTCGTTC         | 120               | RT-qPCR  |
|                 | Reverse: CCATCCCGGAAGCAACTCTT      |                   |          |
| <i>NR3C1</i>    | Forward: TGGAATAGATGCCAGGGGTC      | 177               | RT-qPCR  |
|                 | Reverse: TAGGCAGAGTTTGGGAGGTG      |                   |          |
| <i>ACOT7</i>    | Forward: AGCAGGAGGGCTAGAAGATTT     | 106               | RT-qPCR  |
|                 | Reverse: AGGGGCCACTTCATCAGTCTA     |                   |          |
| <i>MCHR1</i>    | Forward: GAGAGCTGGATGGACCTTCG      | 81                | RT-qPCR  |
|                 | Reverse: TAGCAGGTGTAGGGCTCAGT      |                   |          |
| <i>C8orf37</i>  | Forward: GCAACATGGGGGCTCTTAGT      | 93                | RT-qPCR  |
|                 | Reverse: GGACCTTCTTGGTGGTCCAG      |                   |          |
| <i>GHR</i>      | Forward: CCCTCAGTGGCTAGGTTGTG      | 121               | ChIP-PCR |
|                 | Reverse: GGGTGGTTCTGAGGGAAAGG      |                   |          |
| <i>GHR</i>      | Forward: GTGAAGCCACACCAGCTTTC      | 116               | RT-qPCR  |
|                 | Reverse: TTCAGGTGAACGGCACTTGG      |                   |          |
| <i>ACTB</i>     | Forward: TTCTAGGCGGACTGTTAG        | 84                | RT-qPCR  |
|                 | Reverse: TGCCAATCTCATCTCGTT        |                   |          |

# Supplementary material for: A 3′ UTR polymorphism g.1618 G > A in the MAFA gene modulates miR-3678-3p binding and enhances meat production in sheep via the MAFA/GHR/JAK2 pathway
**Source:** Genet Sel Evol. 2025 Dec 22;57:73. doi: 10.1186/s12711-025-01024-7
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Table S2. Analysis of variance and multiple comparison results for genotype-dependent traits**

| Trait                        | n   | Model    |          |             | Comparison | Multiple comparison     |                         |          |                |           |
|------------------------------|-----|----------|----------|-------------|------------|-------------------------|-------------------------|----------|----------------|-----------|
|                              |     | P value  | $\eta^2$ | 95% CI      |            | Mean $\pm$ SEM (Group1) | Mean $\pm$ SEM (Group2) | P value  | 95% CI         | Cohen's d |
| <i>Longissimus dorsi</i> (%) | 230 | 6.31E-17 | 0.36     | [0.25,0.46] | GG vs. AA  | 1.37 $\pm$ 0.03         | 1.00 $\pm$ 0.05         | 4.51E-22 | [0.26,0.47]    | 2.04      |
|                              |     |          |          |             | GG vs. GA  | 1.37 $\pm$ 0.03         | 1.03 $\pm$ 0.01         | 2.01E-18 | [0.28,0.39]    | 1.39      |
|                              |     |          |          |             | GA vs. AA  | 1.03 $\pm$ 0.01         | 1.00 $\pm$ 0.05         | 0.51     | [-0.06,0.13]   | 0.16      |
| Insulin (pg/ml)              | 60  | 0.39     | 0.03     | [0.00,0.14] | GG vs. AA  | 242.38 $\pm$ 6.83       | 252.18 $\pm$ 8.03       | 0.36     | [-31.54,11.94] | -0.34     |
|                              |     |          |          |             | GG vs. GA  | 242.38 $\pm$ 6.83       | 235.23 $\pm$ 7.89       | 0.49     | [-13.85,28.17] | 0.19      |
|                              |     |          |          |             | GA vs. AA  | 235.23 $\pm$ 7.89       | 252.18 $\pm$ 8.03       | 0.14     | [-39.91,5.99]  | -0.43     |
| Shear force (N)              | 30  | 0.30     | 0.10     | [0.00,0.29] | GG vs. AA  | 43.19 $\pm$ 5.53        | 52.23 $\pm$ 4.65        | 0.28     | [-25.00,6.90]  | -0.23     |
|                              |     |          |          |             | GG vs. GA  | 43.19 $\pm$ 5.53        | 50.43 $\pm$ 8.26        | 0.53     | [-29.70,15.20] | -0.23     |
|                              |     |          |          |             | GA vs. AA  | 50.43 $\pm$ 8.26        | 52.23 $\pm$ 4.65        | 0.81     | [-26.50,22.90] | -0.06     |
| pH <sub>24</sub>             | 30  | 0.01     | 0.33     | [0.05,0.52] | GG vs. AA  | 5.85 $\pm$ 0.13         | 6.21 $\pm$ 0.13         | 0.02     | [-0.65,0.07]   | -0.30     |
|                              |     |          |          |             | GG vs. GA  | 5.85 $\pm$ 0.13         | 6.12 $\pm$ 0.20         | 0.12     | [-0.70,0.16]   | -0.24     |
|                              |     |          |          |             | GA vs. AA  | 6.12 $\pm$ 0.20         | 6.21 $\pm$ 0.13         | 0.60     | [-0.62,0.44]   | -0.07     |
| Cooking loss (%)             | 30  | 0.20     | 0.11     | [0.00,0.30] | GG vs. AA  | 58.82 $\pm$ 1.52        | 57.35 $\pm$ 0.83        | 0.49     | [-3.80,6.80]   | 0.16      |
|                              |     |          |          |             | GG vs. GA  | 58.82 $\pm$ 1.52        | 57.48 $\pm$ 1.95        | 0.63     | [-5.50,8.20]   | 0.08      |
|                              |     |          |          |             | GA vs. AA  | 57.48 $\pm$ 1.95        | 57.35 $\pm$ 0.83        | 0.94     | [-6.30,6.60]   | 0.02      |
| L*                           | 30  | 0.47     | 0.06     | [0.00,0.25] | GG vs. AA  | 37.25 $\pm$ 1.75        | 37.00 $\pm$ 1.14        | 0.91     | [-4.10,4.60]   | 0.01      |
|                              |     |          |          |             | GG vs. GA  | 37.25 $\pm$ 1.75        | 35.45 $\pm$ 3.17        | 0.61     | [-6.7,10.3]    | 0.05      |
|                              |     |          |          |             | GA vs. AA  | 35.45 $\pm$ 3.17        | 37.00 $\pm$ 1.14        | 0.68     | [-10.0,7.00]   | -0.06     |
| a*                           | 30  | 0.34     | 0.08     | [0.00,0.27] | GG vs. AA  | 15.33 $\pm$ 1.04        | 14.48 $\pm$ 0.63        | 0.46     | [-1.60,3.30]   | 0.09      |
|                              |     |          |          |             | GG vs. GA  | 15.33 $\pm$ 1.04        | 13.92 $\pm$ 1.09        | 0.29     | [-1.90,4.70]   | 0.13      |
|                              |     |          |          |             | GA vs. AA  | 13.92 $\pm$ 1.09        | 14.48 $\pm$ 0.63        | 0.70     | [-3.70,2.60]   | -0.05     |
| b*                           | 30  | 0.71     | 0.03     | [0.00,0.16] | GG vs. AA  | 12.48 $\pm$ 1.42        | 12.41 $\pm$ 0.86        | 0.97     | [-3.10,3.30]   | 0.01      |
|                              |     |          |          |             | GG vs. GA  | 12.48 $\pm$ 1.42        | 11.48 $\pm$ 1.28        | 0.61     | [-3.70,5.70]   | 0.08      |
|                              |     |          |          |             | GA vs. AA  | 11.48 $\pm$ 1.28        | 12.41 $\pm$ 0.86        | 0.68     | [-4.60,2.80]   | -0.09     |
| IMF (%)                      | 30  | 0.52     | 0.05     | [0.00,0.23] | GG vs. AA  | 3.70 $\pm$ 0.40         | 4.70 $\pm$ 0.35         | 0.10     | [-2.20,0.20]   | -0.69     |
|                              |     |          |          |             | GG vs. GA  | 3.70 $\pm$ 0.40         | 4.46 $\pm$ 0.74         | 0.44     | [-2.30,0.80]   | -0.37     |
|                              |     |          |          |             | GA vs. AA  | 4.46 $\pm$ 0.74         | 4.70 $\pm$ 0.35         | 0.73     | [-1.70,1.20]   | -0.33     |
| MFD ( $\mu$ m)               | 30  | 0.95     | 0.00     | [0.00,0.05] | GG vs. AA  | 35.31 $\pm$ 0.78        | 34.63 $\pm$ 0.49        | 0.51     | [-1.60,3.00]   | 0.12      |
|                              |     |          |          |             | GG vs. GA  | 35.31 $\pm$ 0.78        | 34.98 $\pm$ 1.17        | 0.82     | [-2.70,3.40]   | 0.03      |
|                              |     |          |          |             | GA vs. AA  | 34.98 $\pm$ 1.17        | 34.63 $\pm$ 0.49        | 0.83     | [-2.60,3.30]   | 0.04      |

# Supplementary material for: A 3′ UTR polymorphism g.1618 G > A in the MAFA gene modulates miR-3678-3p binding and enhances meat production in sheep via the MAFA/GHR/JAK2 pathway
**Source:** Genet Sel Evol. 2025 Dec 22;57:73. doi: 10.1186/s12711-025-01024-7
**Supplement:** Supplementary file 3 — Supplementary Material 3

**Supplementary Table S3. List of differentially expressed genes**

| Gene    | FC     | log <sub>2</sub> FC | Adjusted P value | log <sub>10</sub> p |
|---------|--------|---------------------|------------------|---------------------|
| PIK3R1  | 2.0181 | 1.0130              | 0.035633         | 1.4481              |
| RSPRY1  | 2.0279 | 1.0200              | 0.015805         | 1.8012              |
| MTDH    | 2.0312 | 1.0223              | 0.015293         | 1.8155              |
| SOS2    | 2.0340 | 1.0243              | 0.009036         | 2.0440              |
| SPEN    | 2.0588 | 1.0418              | 0.030428         | 1.5167              |
| KMT2E   | 2.0722 | 1.0511              | 0.013159         | 1.8808              |
| JMJD1C  | 2.1047 | 1.0736              | 0.016275         | 1.7885              |
| DST     | 2.1047 | 1.0736              | 0.024845         | 1.6048              |
| NUP58   | 2.1148 | 1.0805              | 0.018579         | 1.7310              |
| TNRC6B  | 2.1161 | 1.0814              | 0.037237         | 1.4290              |
| BCL9L   | 2.1574 | 1.1093              | 0.047629         | 1.3221              |
| GHR     | 2.1817 | 1.1255              | 0.010837         | 1.9651              |
| ZNF664  | 2.1856 | 1.1280              | 0.009028         | 2.0444              |
| KDM2A   | 2.2016 | 1.1386              | 0.014990         | 1.8242              |
| NEDD4   | 2.2189 | 1.1498              | 0.041516         | 1.3818              |
| PLEKHA1 | 2.2224 | 1.1521              | 0.013659         | 1.8646              |
| RBM24   | 2.2298 | 1.1569              | 0.027864         | 1.5550              |
| PPFIBP2 | 2.2412 | 1.1643              | 0.030354         | 1.5178              |
| KLF6    | 2.2593 | 1.1759              | 0.034629         | 1.4606              |
| UBL3    | 2.2597 | 1.1762              | 0.023468         | 1.6295              |
| PTPN21  | 2.2933 | 1.1974              | 0.044583         | 1.3508              |
| KLF9    | 2.3006 | 1.2020              | 0.047911         | 1.3196              |
| RPRD2   | 2.3101 | 1.2080              | 0.016281         | 1.7883              |
| DAAM1   | 2.3161 | 1.2117              | 0.032299         | 1.4908              |
| MBNL1   | 2.3227 | 1.2158              | 0.004438         | 2.3528              |
| RNF111  | 2.3306 | 1.2207              | 0.012135         | 1.9159              |
| PCMTD1  | 2.3744 | 1.2475              | 0.011163         | 1.9522              |
| BAZ2B   | 2.4020 | 1.2642              | 0.023870         | 1.6221              |
| MAPK6   | 2.4037 | 1.2652              | 0.015285         | 1.8157              |
| RAVER2  | 2.4055 | 1.2664              | 0.010733         | 1.9693              |
| BICRAL  | 2.5120 | 1.3288              | 0.015293         | 1.8155              |
| ADAM19  | 2.5256 | 1.3366              | 0.047492         | 1.3234              |
| FILIP1  | 2.5365 | 1.3429              | 0.016210         | 1.7902              |
| ZFP36L2 | 2.5546 | 1.3531              | 0.019634         | 1.7070              |
| PDP1    | 2.5693 | 1.3614              | 0.030775         | 1.5118              |
| RPS6KA3 | 2.5795 | 1.3671              | 0.046286         | 1.3345              |
| ANO6    | 2.5850 | 1.3701              | 0.017225         | 1.7638              |
| TENT4B  | 2.6243 | 1.3919              | 0.015407         | 1.8123              |
| LIMD1   | 2.6819 | 1.4232              | 0.041411         | 1.3829              |
| SSH2    | 2.6951 | 1.4303              | 0.028295         | 1.5483              |
| QKI     | 2.7121 | 1.4394              | 0.010422         | 1.9820              |

|          |        |        |          |        |
|----------|--------|--------|----------|--------|
| PHTF2    | 2.7768 | 1.4734 | 0.004898 | 2.3100 |
| TNKS2    | 2.8280 | 1.4998 | 0.023870 | 1.6221 |
| ZYG11B   | 2.8886 | 1.5304 | 0.016239 | 1.7894 |
| TEAD1    | 2.9793 | 1.5750 | 0.013327 | 1.8753 |
| RNF144B  | 2.9794 | 1.5750 | 0.015909 | 1.7984 |
| PTPRD    | 2.9886 | 1.5795 | 0.021582 | 1.6659 |
| AGL      | 3.1224 | 1.6427 | 0.038093 | 1.4192 |
| CELF2    | 3.1334 | 1.6477 | 0.021666 | 1.6642 |
| FNIP1    | 3.1645 | 1.6620 | 0.010733 | 1.9693 |
| PPARGC1A | 3.2724 | 1.7104 | 0.027182 | 1.5657 |
| ATXN7    | 3.3000 | 1.7225 | 0.016239 | 1.7894 |
| MED13    | 3.3691 | 1.7524 | 0.012595 | 1.8998 |
| MAP3K20  | 3.3716 | 1.7534 | 0.007513 | 2.1242 |
| XRN1     | 3.4029 | 1.7668 | 0.025305 | 1.5968 |
| DDX6     | 3.4148 | 1.7718 | 0.013659 | 1.8646 |
| MXD1     | 3.4778 | 1.7982 | 0.004438 | 2.3528 |
| ASB15    | 3.5398 | 1.8237 | 0.018732 | 1.7274 |
| PRKAB2   | 3.5710 | 1.8363 | 0.014946 | 1.8255 |
| HIPK3    | 3.5779 | 1.8391 | 0.012370 | 1.9076 |
| CDK19    | 3.6221 | 1.8568 | 0.012370 | 1.9076 |
| ARRDC3   | 3.7338 | 1.9007 | 0.049317 | 1.3070 |
| SOX6     | 3.8669 | 1.9512 | 0.016239 | 1.7894 |
| NRIP1    | 3.9355 | 1.9765 | 0.024753 | 1.6064 |
| AFF1     | 3.9711 | 1.9895 | 0.011942 | 1.9229 |
| MFSD4B   | 5.2414 | 2.3900 | 0.011849 | 1.9263 |

---

How the deposited data were processed for this re-analysis (not part of the article)

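Small RNA libraries from longissimus muscle of 3 Qianhua Mutton Merino (QHMM) and 3 Small Tail Han (STH) sheep were analysed, the data from which the paper drew its miRNA prediction. The experiments on MAFA genotypes, reporter constructs, myoblasts, RNA-seq and chromatin were not analysed here. The authors deposited whole-number read counts per mature sequence, without normalization, for known sheep, rat, mouse and human miRNAs and for predicted loci. The submitters' processing notes name the build Oar_v3.1 and DESeq. The aligner, the caller and the counting of reads with several matches are not given in the sources used here. Listed sequences are 12 to 29 nt long. Whether a read that matches several rows was counted at 1 of them, shared among them or counted at each is not given either, so that the totals can hold a read more than once, and members of 1 family that differ at few bases, such as miR-133a and b or miR-23a and b, can share reads.

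For each library the total count was taken over all rows (8062231 to 10276427 in QHMM, 8681817 to 11282332 in STH). The name of a row was its miRNA name without the species prefix, or for a predicted locus the known name it carries. Where several rows had 1 name, as for 450 names, the row with the highest total was kept. All of the value columns were mapped to samples. The 6 libraries were compared within each breed for duplicates, and the smallest chi-square per degree of freedom between replicates of a breed was 109, far above sampling noise. The breeds were compared with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test with robust fit, TMM factors, filterByExpr, Benjamini-Hochberg adjusted p under 0.05, no covariates), with log2 fold changes as QHMM over STH and a standard error derived from the F statistic. The filter kept 1274 names. The common dispersion was 0.109. Lists of miRNAs were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), and alternatives used DESeq2 1.42.0. miR-3678-5p was compared with an exact permutation test. The duplex energies come from RNAduplex 2.7.2, and values per library from Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

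The design, the alternatives, the miRNA lists and the rule for named miRNAs were fixed before the data were examined. The rule takes miR-3678-3p and miR-3678-5p, the 10 names with the highest mean CPM, the 10 largest changes in each direction among names past the threshold whose breeds do not overlap, and for each list the 4 most abundant members and every member past the threshold. Lists covered myomiRs, the let-7 family, myoblast growth, the DLK1-DIO3 cluster, blood cells, vessel and connective tissue, epithelium, and a joint list of liver, pancreas and neurons. How list members were matched to rows was settled after the names were seen: by name, by alias, by a name without its arm, or by a sequence that overlaps a row of that name by at least 17 nt with its start shifted by at most 2 nt. A name without its arm was taken for the listed arm, and miR-136 stood once for both arms. Alternatives were other factors, other filters, DESeq2, a replicate block, other ways to treat rows of 1 name, and leaving out each library.

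The methods were tested on simulated data drawn from the real means, dispersions and library sizes. For the comparison of breeds over 1232 simulated names, edgeR called 33.0% of the names changed 2-fold, 94.8% of those changed 4-fold and 0.578% of the unchanged names. In the same simulated design, camera of limma gave an adjusted p of 2.6e-17 for a list of 12 names raised 2-fold. For a list of 12 unchanged names it gave 0.48. The draw took no correlation between list members from the data. With 1 unchanged list it cannot show how often camera passes a list by chance. A count of 5 has an exact Poisson 95% interval of 1.62 to 11.7. Intervals cover counting error only. The search of miR-3678-3p in the sheep genome was planned but no sheep genome was used here.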

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

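The paper does not compare the breeds, so the differences below lie in data it does not analyse. The count of calls over other splits of the libraries and the tests of epithelial cells, other tRNAs and the share of muscle RNA were chosen after the results were seen, as were the alternative with known names only and the miRNAs miR-34b and miR-34c. Of 1274 names tested with edgeR, 28 passed an adjusted p of 0.05, 4 higher in QHMM and 24 higher in STH, and in all 28 the 3 libraries of one breed lay on the same side of the 3 of the other. Such separation was found for 17.7% of the names tested, where chance gives 10%. The count was 16 without QHMM replicate 3 (0 higher in QHMM), 18 without STH replicate 2 (1 higher in QHMM) and 16 without STH replicate 3 (2 higher in QHMM). The number higher in QHMM was also 0 without STH replicate 1, with at least 10 counts in every library and with known names only, 2 without QHMM replicate 1 and with upper-quartile factors, and 3 with the replicate block. It was larger with DESeq2 (13 of 49 calls) and with no filter on low counts (16 of 64 calls). When predicted loci with no known name were left out, 6 of the 28 still passed. The real split of the libraries into 3 and 3 gave 28 calls and the highest of the other splits 1, so that 1 of 10 splits gave as many, and 10 splits are too few for a share under 0.05.

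Among the 4 calls higher in QHMM were 2 miRNAs of slow muscle fibres, set side by side after their values were seen and not tested as a set: miR-499-3p, from an intron of a slow myosin gene, by a log2 fold change of 1.35 (standard error 0.31, adjusted p = 0.0419 from edgeR), and miR-208b-3p, from an intron of the main slow myosin gene, by 1.27 (standard error 0.29, adjusted p = 0.0419), each in 3 of 3 QHMM libraries above every STH library, while miR-499-5p at 1.35 did not pass (adjusted p = 0.0782). Over the alternatives the adjusted p ran from 0.00055 (no filter on low counts) to 0.184 for miR-499-3p and from 0.0053 (DESeq2) to 0.184 for miR-208b-3p, and neither passed with upper-quartile factors (0.0618 for both), at least 10 counts in every library (0.0728 for both), the replicate block (0.0623 and 0.0719) or known names only (0.0659 and 0.0778). The log2 fold change ran from 1.06 to 1.56 for miR-499-3p and from 1.02 to 1.38 for miR-208b-3p over the same alternatives. Under 0.05 among the fits without 1 library were only miR-499-3p without QHMM replicate 2 (0.0329) and miR-208b-3p without QHMM replicate 1 (0.0448), and the fits without any other library gave 0.0689 to 0.184 and 0.0557 to 0.184. More muscle RNA in the QHMM libraries would raise miR-1, miR-133 and miR-206 as well. The nearest of these, miR-133 at 0.43, lay 2.41 standard errors of the difference below miR-208b-3p. This standard error takes both estimates as independent, although they come from the same 6 libraries. A different fibre type composition of the breeds, or of the place sampled, stays open and was not tested.

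Some single miRNAs were far higher in STH, set side by side here after their values were seen and not tested as a set: miR-449a-5p had 1, 1 and 0 counts in QHMM and 52, 41 and 82 in STH (fitted log2 fold change -6.14, adjusted p = 0.00016 from edgeR; ratio of summed shares 84.0, 95% counting interval 22.9 to 699), miR-202-5p 1, 0 and 1 against 71, 21 and 145 (fitted -6.52, ratio 114, interval 31.1 to 945), miR-1264-5p 1, 0 and 0 against 14, 20 and 48 (ratio 78.7, interval 13.7 to 3146), and miR-34b-5p and miR-34c-5p had log2 fold changes of -2.24 (adjusted p = 0.00087) and -2.38 (adjusted p = 0.0013). The fitted values of the names with so few counts depend on the prior count and on the processing. Their values were taken over 10 alternatives: DESeq2, RLE factors, the replicate block, summed rows and each library left out. Over these the log2 fold change ran from -6.67 to -5.60 for miR-449a-5p and from -6.93 to -5.36 for miR-202-5p. For miR-1264-5p it ran from -7.70 to -5.34. Ciliated epithelia make miR-449a and miR-34b and c, and epithelial cells would also bring the miR-200 family. The 7 members of the epithelium list summed to 16.5 ± 12.5 CPM (SD, n = 3) in QHMM and 10.8 ± 8.43 CPM (SD, n = 3) in STH. This is a ratio of 0.655 (0.366 to 1.08 with each library left out), with the most abundant member miR-200a at 7.23 CPM and 6.44 CPM. The list showed no rise in STH, but its sum ran from 4.49 to 29.4 CPM among the QHMM libraries. In STH miR-449a-5p had 8.03 CPM, and how much of the list comes with it in ciliated cells was not measured. A small amount of epithelial RNA in STH is therefore not decided by this sum. RNA of another tissue without these markers and a difference between the breeds stay open, both untested. The miRNAs named above as higher in STH were all grouped as gonad names, and RNA of gonad was not tested either.

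Of 5 predicted loci that match the 5′ part of tRNA-Gly-GCC with at least 14 shared nt (tRNA sequences written down from general knowledge), 3 nested sequences, whose counts can hold the same reads, were higher in STH. The longest, GCATTGGTGGTTCAGTGGTAG, had 4971 to 6484 CPM in QHMM and 18742 ± 1831 CPM (SD, n = 3) in STH (log2 fold change -1.76, standard error 0.20, adjusted p = 0.00016 from edgeR), while the other loci, with few counts, did not pass: GCATTGGTGGTTCAGTTGT at -1.21 (adjusted p = 0.212) and CAGTGGTAGAATTCTGC at -0.067 (adjusted p = 0.959). A breakdown of RNA in STH that favoured short sequences would raise short loci in STH more than long ones. The median log2 fold change of 452 other predicted loci of at most 18 nt exceeded that of 241 loci of at least 20 nt by 0.025 (95% bootstrap interval -0.081 to 0.15). The 3 nested sequences are 21, 19 and 17 nt long. A breakdown that raised short and long loci alike would not show in this difference, and it stays open. More rows had a count in each STH library (5742, 5865 and 7134) than in any QHMM library (5207, 4661 and 5544), and the cause was not tested. The 6 loci that match a tRNA other than tRNA-Gly had negative values with a median of -0.85, and 1 of them, AGTGGTTAGTACTCTGC of tRNA-His, passed at -1.78 (adjusted p = 0.0147), so that the rise was not limited to tRNA-Gly, while 1 locus that matches tRNA-Gly-CCC had -1.22 (adjusted p = 0.247). Since 4 of the 6 are near-identical sequences of tRNA-Glu and the 6 stand for 3 tRNAs, a rise of tRNA fragments as a class stays open, as does a difference between the breeds, which was not tested.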

How the results depend on the processing

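The count of names that differ between the breeds, 28, was 49 with DESeq2 (13 higher in QHMM), 64 with no filter on low counts, 8 with at least 10 counts in every library, 16 to 35 with each library left out, and 6 with known names only, an alternative added after the data were seen. It was 0 for sheep names only with edgeR, where 7 of 119 had an unadjusted p under 0.05 (DESeq2 was not run there). Fewer names tested lower the count by construction, and otherwise the cause was not tested. RLE and upper-quartile factors, summed rows, all rows and a minimum fold change of 2 gave 26 to 28. The replicate block gave 26 calls, 22 of them among the 28. Samples with the same replicate number correlated by 0.061, 0.24 and 0.12 in their deviations, and each correlated best with its own number, a hint from the data and not the design. The block gave 1 list past the threshold in place of 2 (myomiR list, adjusted p = 0.0963), summed rows 1 (myomiR list, 0.0643), an estimated correlation 0, and leaving out a library 0 to 3. Names detected in every library, 2063, were 930 at a minimum of 10 counts and 135 for sheep names, and 2116 to 2299 with each library left out. The mean CPM of miR-3678-5p lay between 0.387 and 0.595 under all alternatives run. No level of miR-3678-3p itself was computed, so its alternatives have no value. For 42 named miRNAs, the 14 past the threshold kept their sign in 140 of 140 alternative values, and 6 of the 14 never lost the threshold in these. The 14 were chosen from the same libraries as large changes without overlap between the breeds. Their kept sign was therefore largely fixed by that choice. With each library left out, the myoblast growth list (adjusted p = 0.470 to 0.949) and the DLK1-DIO3 list (0.00895 to 0.959) changed direction in some fits. Values near 0 changed sign, and the cause was not tested: miR-1 was -0.00082 with the replicate block, -0.011 with summed rows and -0.20 to 0.091 with each library left out. In the same range, let-7b was -0.24 to 0.17, miR-200a -1.14 to 1.06, miR-7a-5p -0.30 to 0.044, miR-125b -0.022 to 0.26, miR-23a -0.12 to 0.051, miR-411a-5p -0.31 to 0.073, miR-494-3p -0.18 to 0.089 and miR-16b -0.025 to 0.35. Depth limits names with few counts, such as miR-3678-5p.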

Differences from the paper's values

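The paper's discussion limits the pairing of the G allele to the hexamer core of the seed. In the pairing computed from the sequences of Fig. 2a and of the mimic, the run of pairs from position 2 of miR-3678-3p ended at position 8 with both alleles. With the A allele the site met the definition of an 8-mer that the paper gives. The paper predicts a higher affinity for the A allele and reports lower luciferase activity with this allele in its reporter assay. The energy calculated with RNAduplex was lower for the G allele, -21.7 kcal/mol against -20.1 kcal/mol. This calculation scores base pairs only, without the preference for an unpaired adenosine across from the first nucleotide, and does not measure repression. No other value of the paper was computed on these libraries.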

Other observations

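The look at single libraries, for the blood cell miRNAs and the DLK1-DIO3 cluster, was chosen after the values were seen. Of the miRNA lists, 2 passed the threshold between the breeds in camera of limma, a count that other splits of the libraries also reached. The myomiR list was higher in QHMM (adjusted p = 0.0474, but 0.329 with an estimated correlation, 0.0643 with summed rows and 0.0963 with the replicate block), with 1 of its 7 tested members higher, none lower and 6 not past the test (2 higher when adjusted over the list alone). Its members were not alike: miR-208b-3p passed, while the abundant miR-1 had a log2 fold change of 0.014, miR-133 of 0.43 and miR-206-3p of -0.27, none of them past the test. The blood cell list was also higher in QHMM (adjusted p = 0.0391, and 0.329 with an estimated correlation), with none of its 11 members past the test over all names and 1 higher when adjusted over the list alone. Its largest values were for miR-144-3p (log2 fold change 2.58, standard error 1.07), miR-451-5p (2.03, standard error 0.73, adjusted p = 0.334 from edgeR, and 0.00411 from DESeq2 to 0.688 over the alternatives), and miR-144-5p (1.17, standard error 0.66), all of red blood cells, and for miR-142-3p of leukocytes (1.03, standard error 0.28, adjusted p = 0.0796 from edgeR, 0.0286 to 0.313 over the alternatives). QHMM replicate 3 stood apart with 1329 CPM of miR-144-3p against 72.8 to 157 CPM in the other libraries and 563 CPM of miR-144-5p against 81.9 to 151 CPM, and without it the log2 fold change was 0.55 for miR-144-3p, 0.95 for miR-451-5p, 0.013 for miR-144-5p and 0.87 for miR-142-3p, and the list had an adjusted p of 0.0674. The myomiR list had an adjusted p of 0.0687 without QHMM replicate 1, 0.0674 without QHMM replicate 3 and 0.0648 without STH replicate 3, and the blood cell list had 0.0648 without STH replicate 3.

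The other lists did not pass. The let-7 family, regulators of differentiation, showed 9 members with log2 fold changes from -0.26 to 0.11 (adjusted p = 0.543), with let-7a at 11415 ± 2434 CPM (SD, n = 3) in QHMM and 12219 ± 1566 CPM (SD, n = 3) in STH. The myoblast growth list had 19 tested members from -0.57 to 0.46 (adjusted p = 0.956), among them miR-26a at -0.20 and miR-23a at -0.015. The DLK1-DIO3 cluster, the imprinted locus that holds the callipyge muscle trait of sheep, had 42 tested members with a median of 0.24 (adjusted p = 0.270), and without QHMM replicate 3 it passed at 0.00895, while without QHMM replicate 1 and without STH replicate 2 its direction was the opposite (adjusted p = 0.530 and 0.959). The vessel and connective tissue list had 11 tested members with a median of -0.29 (adjusted p = 0.160, and 0.0410 without QHMM replicate 2), and miR-21 had 30673, 20363 and 6913 CPM in the 3 STH libraries against 6283 to 11136 CPM in QHMM. Fewer than 3 members of the epithelium list (1 tested) and of the liver, pancreas and neurons list (2 tested) reached the filter with 1 row per name over all libraries, so neither list was tested there. Where 3 members reached it, the adjusted p was 0.444 to 0.854 for the epithelium list with single libraries left out, and for the liver, pancreas and neurons list 0.349 to 0.626 with single libraries left out and 0.198 with summed rows.

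The level of the DLK1-DIO3 cluster differed between libraries of the same breed. Relative to each miRNA's own mean, the median of its 42 tested members was 0.51 (log2) in QHMM replicate 1, where 39 members lay above their mean, 0.13 in STH replicate 1, 0.032 in STH replicate 3, -0.013 in QHMM replicate 2, -0.26 in QHMM replicate 3 and -0.31 in STH replicate 2, where 5 members did. The medians of the 1232 other names lay between -0.027 and 0.023. Over the 10 splits into 3 and 3, the real split gave 2 lists past the threshold. The highest of the other splits also gave 2, in all 3 splits with the real one included. Every other split with a list past the threshold had a smaller adjusted p from camera than the real one, 0.0391. The smallest was 3.5e-10, for the DLK1-DIO3 cluster with QHMM replicates 1 and 2 grouped with STH replicate 1. No list passed with QHMM replicates 1 and 2 and STH replicate 2, or with QHMM replicate 1 and STH replicates 2 and 3. The lists past the threshold between the breeds are thus not set apart from other groupings, and 10 splits are too few for a share under 0.05.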
